A study of Mus musculus with 15 samples. Its data were reported in "Functional characterization of age-dependent p16 epimutation reveals biological drivers and therapeutic targets for colorectal cancer" (2023).

How the data were processed

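Single-cell RNA-seq was measured in 15 samples from mice of 1 genotype, which carried the Apc Min allele, a truncating mutation that gives rise to intestinal tumors, together with an engineered element at both copies of p16 that attracts DNA methylation to its promoter. Per the labels, 4 samples were colonic mucosa next to tumors, 4 were small colon tumors and 7 were large colon tumors. The labels gave a median diameter of 1.7 mm for the small and 4.0 mm for the large group. The group, replicate number, mouse, sex and age of each sample were taken from the labels, and no sample was left unassigned. The 11 tumors came from 7 mice, since 1 female mouse of 22 weeks gave 1 small and 3 large tumors and 1 male of 22 weeks gave 2 large tumors. The mouse labels of small tumor replicate 2 and large tumor replicate 2, both from males of 18 weeks, differ by a final digit and were taken as 2 mice. Were they 1 mouse, the random block and the sign-flip tests with 1 value per mouse would change. The share tests between sizes with 1 value per mouse take a value per mouse and size and would not. Those between tumors and adjacent mucosa take a value per mouse and tissue, and would change. All samples were from mice of 15, 18 or 22 weeks. Age and tumor size were partly confounded, because 5 of the 7 large tumors and 1 of the 4 small tumors came from mice of 22 weeks. Adjacent mucosa was dissociated with EDTA and TrypLE and tumors with a tumor dissociation kit, so tissue and dissociation protocol cannot be told apart in any comparison of tumors with adjacent mucosa.

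The authors sorted live cells, made droplet libraries that count the 3′ ends of transcripts with unique molecular identifiers (UMIs), and deposited filtered gene-by-barcode matrices that hold raw UMI counts, with no normalization. The file headers named Cell Ranger 6.0.0. The genome build was not stated for these files, so no coordinates are given. The order and strand of 1 pair of neighboring genes was read in the GENCODE M21 annotation, whose build need not be that of the files. Of the 32285 gene identifiers in the matrices, 32158 (99.6%) were in the reference table of names used here, and 31436 of them had the same symbol there. The files held 150039 barcodes and 1242316307 UMIs. The depth was 40315084 to 147707060 UMIs per library, and the median UMI count per barcode was 2427 to 14893. Spreads between samples are given, with 95% Wilson intervals for the share of a single sample. These intervals cover counting error only.

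Barcodes were filtered with the limits stated in the methods of the study: under 5% mitochondrial UMIs, 250 to 30000 UMIs and 250 to 5000 genes. This left 93686 barcodes, 12.7% to 43.0% of those of each adjacent sample, 60.0% to 88.6% of each small tumor and 69.1% to 88.4% of each large tumor. Of the barcodes of adjacent mucosa replicates 1 to 4, the limit on mitochondrial UMIs alone removed 9403 of 14752, 2503 of 8443, 8289 of 12811 and 3171 of 7651, and a limit of 15% would have left 26.9% to 71.2% of them. Doublets were scored with Scrublet (scanpy 1.11.5). Its automatic thresholds marked 0% to 2.62% of the cells of a library, so the highest-scoring cells were removed instead, in the number expected at 0.8% per 1000 barcodes, which was 3.26% to 11.8% per library. This left 85724 cells, 9552 from adjacent mucosa, 28007 from small tumors and 48165 from large tumors.

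Counts were scaled to 10000 per cell and log-transformed. The 2000 genes with the highest mean normalized dispersion over libraries were used, without immunoglobulin, T-cell receptor, mitochondrial and sex-linked genes. Values were scaled, limited to 10 SD and reduced to 40 principal components. A shared-neighbor graph of 20 neighbors was clustered with the Leiden algorithm (igraph 0.11.9) at resolution 2.5, the resolution used in the study, which gave 62 clusters. The libraries were not integrated, unlike in the study. T-like cells were clustered again with 30 components at resolution 2.0, which gave 26 sub-clusters. No cell annotation was used from the authors, so all names were rebuilt here and can differ from theirs.

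Marker genes of each class were fixed before the data were examined, and a class is called "like" its cell type for that reason. The rule that turned markers into names was set after clusters and shares per sample had been seen and was revised several times, the last time after the cell numbers of the classes were known and before any test. Each cluster took the class with the highest mean fold over the upper part of its markers. It stayed unnamed with under 3 detected markers, with the next class closer than 0.3 on the log2 scale, with more markers of another class among its 10 leading genes, or with a low UMI count and no marker among those genes. A T-like sub-cluster also stayed unnamed when its own markers among the 10 leading genes did not outnumber those of each other T-cell class, or were outnumbered by those of a class outside T cells. It also had to detect its defining genes, namely both Cd8a and Cd8b1 for CD8, Cd4 for CD4, Foxp3 for regulatory T cells (Treg), and Trdc with Il17a for γδT17 cells. This left 1761 cells unnamed and gave 15744 T-like cells. The first naming rule left 8445 cells unnamed and gave 10725 T-like cells in 21 sub-clusters, and it was kept as an alternative.

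The clusters left out of a class by these thresholds had different shares in the groups. Clusters led by epithelial markers that stayed unnamed held 13.7% ± 6.91 (SD, n = 4) of the cells of adjacent mucosa, 0.226% ± 0.355 (SD, n = 4) of small tumors and 0.105% ± 0.0742 (SD, n = 7) of large tumors. A cluster of 116 cells that scored highest for red blood cells held 1.02%, 0% and 0.0025%. It had 1 red blood cell marker among its 10 leading genes and lacked a defining one. The first naming rule called it epithelial, and it was not among the unnamed epithelial clusters counted in an alternative. Sub-clusters with Cd8a and without Cd8b1 held 60.1% ± 19.2 of the T-like cells of adjacent mucosa, 3.53% ± 1.31 of those of small tumors and 1.05% ± 0.604 of those of large tumors. Sub-clusters led by CD4 markers that stayed unnamed held 3.08%, 5.14% and 6.08%, those without the defining genes of any subtype 10.9%, 6.73% and 5.33%, and a γδT17-led sub-cluster with B-cell genes among its leading genes 0%, 1.69% and 0.367%.

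Shares of cells per sample were compared with exact two-sided permutation tests over every relabelling of the samples, 330 for large against small tumors and 1365 for tumors against adjacent mucosa, with Benjamini-Hochberg adjustment over the 10 tests. Raw counts were summed per sample and class where a sample had at least 20 cells of the class, since cells are not replicates. Sums were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 with TMM scaling, filterByExpr and a Benjamini-Hochberg threshold of 0.05. For tumors against adjacent mucosa all 3 groups entered 1 fit, and the mean of the small and large groups was set against adjacent mucosa. Log2 fold changes are those of the fit, and standard errors were derived from its test statistic. Gene sets were tested with camera at a preset correlation of 0.01 (limma 3.58.1). Levels of a gene in 2 classes of the same tumor were compared as log2(CPM + 1) with exact sign-flip tests over the 11 tumors, where CPM has its usual meaning and is taken over all UMIs of the class in a sample.

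Named genes were a list fixed in advance from the genes the study discussed for these samples, and the 5 genes higher and 5 lower with the largest change among those past the threshold whose samples did not overlap between groups. 1 gene that met this rule is not reported here. Any gene outside this rule is said to have been chosen after its values were seen. Gene lists for neutrophil, B-cell, epithelial, monocyte, cytotoxic, exhaustion, naive, intraepithelial, follicle B-cell and dissociation stress transcripts were scored as the mean of log2(CPM + 5) over the genes with at least 10 counts and compared with exact permutation tests.

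The gene tests were tested on simulated counts in which up to 200 genes of each class were changed 2-fold or 4-fold. These counts were drawn independently from the model that edgeR assumes, with the dispersions it had estimated. They held no effect of mouse, age or a single far tumor, so the rates below do not cover such effects in the real samples. Of the genes changed 4-fold, 96.3% were recovered in CD8-like cells of tumors against adjacent mucosa (7236 genes), 98.9% in CD8-like cells of large against small tumors (7261 genes) and 100% in γδT17-like cells (5616 genes). Of those changed 2-fold, 62.8%, 77.7% and 66.3% were recovered. The share of false calls was 4.17%, 5.29% and 6.33%. In Treg-like cells (3928 genes) 76.7% of 2-fold changes were recovered with 7.93% false calls, in CD4-like cells (7860 genes) 74.0% with 4.60%, in B-like cells (7732 genes) 92.9% with 5.03%, in monocyte-like cells (11518 genes) 77.0% with 7.03% and in neutrophil-like cells (6949 genes) 60.2% with 3.85%.

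Libraries were checked against their labels. The sex read from Xist and Y-linked genes matched the label in 15 of 15 libraries. No libraries of a group agreed within sampling noise, as the lowest chi-square per degree of freedom within a group was 91.3, and at most 53 barcodes were shared by any pair of libraries.

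Alternatives fixed before the data were examined were a mitochondrial limit of 15%, keeping doublets, a Leiden resolution of 1.5 (1.0 for T cells), T cells gated on UMIs of marker genes, 1 value per mouse, immune cells only, dendritic cells counted with monocytes, DESeq2 1.42.0, limma-voom with the mouse as a random block, no filter on low counts, at least 50 cells per sum, sex as a covariate, the replicate number as a block, fry in place of camera, a pseudocount of 5 CPM, and leaving out each sample in turn. Alternatives chosen after seeing the data were the first naming rule, counting sub-clusters without Cd8b1 as CD8-like, counting the unnamed epithelial clusters, and mouse age as a factor or as a stratum of the permutations. Gene ontology terms and the diameters of single tumors were not used here. Other tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.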

Results

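Cells of 4 samples of adjacent colonic mucosa, 4 small colon tumors and 7 large colon tumors from mice with the Apc Min mutation and engineered p16 promoter methylation were profiled by single-cell RNA-seq. The series addressed how the cells around these tumors change as the tumors grow, with the size of the tumor standing for its stage and adjacent mucosa as the control. Sequencing depth was 118546411 to 147707060 UMIs per library in adjacent mucosa, 46842249 to 61100013 in small tumors and 40315084 to 94427584 in large tumors. After filtering, 85724 cells were analyzed, 1082 to 3629 per adjacent sample, 2376 to 10992 per small tumor and 5327 to 8410 per large tumor. Each sample counted as 1 replicate. Tumors of the same mouse are not fully independent, and the effect of taking 1 value per mouse is given under how the results depend on the processing.

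The engineered methylation targets p16, a product of Cdkn2a (ENSMUSG00000044303), so this gene was examined first. Counts of 3′ ends do not separate its p16 and p19Arf transcripts. Over all barcodes, Cdkn2a was at 0.107 ± 0.0229 CPM (SD, n = 4) in adjacent mucosa and at 9.28 ± 5.61 CPM (SD, n = 11) in tumors, a difference larger than the spread between samples (exact permutation p = 0.00733). The level was 5.39 ± 4.76 CPM (SD, n = 4) in small and 11.5 ± 5.03 CPM (SD, n = 7) in large tumors, and this difference was within the spread (exact permutation p = 0.0909). In tumors the level was 37.3 ± 24.1 CPM in epithelial-like cells, 5.92 ± 2.76 CPM in T-like cells, 0.699 ± 0.946 CPM in monocyte-like cells, 0.339 ± 0.385 CPM in neutrophil-like cells and 0.213 ± 0.333 CPM in B-like cells (SD, n = 11). All samples were of 1 genotype, so the effect of the engineered methylation itself was not measured. Adjacent mucosa was dissociated with another protocol than the tumors, which limits this and every other comparison of tumors with adjacent mucosa.

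To ask how the immune composition differs with tumor size, the share of each class among the kept cells of a sample was compared between large and small tumors, with adjusted values over 10 share tests. B-like cells made up 45.4% ± 29.8 (SD, n = 4) of the cells of small tumors and 12.5% ± 15.9 (SD, n = 7) of those of large tumors, a difference of −33.0 percentage points (exact permutation p = 0.0424, adjusted 0.0707). This difference did not pass the adjustment. Pooled over the cells of a group, which weights samples by their cells, B-like cells were 55.6% of small and 13.6% of large tumors, monocyte-like cells 9.69% and 28.8%, and T-like cells 13.6% and 17.7%. It was −47.0 points without small tumor replicate 1 (exact permutation p = 0.00833), in which B-like cells were only 3.24% of the cells, and −24.6 points without small tumor replicate 3 (exact permutation p = 0.1). Monocyte-like cells rose from 10.99% ± 3.99 (SD, n = 4) to 29.7% ± 10.5 (SD, n = 7), a difference of 18.7 points that passed the adjustment (exact permutation p = 0.0182, adjusted 0.0455). With 1 value per mouse it was 16.2 points and no longer past the threshold (exact permutation p = 0.0857), and without small tumor replicate 3 it was 17.1 points (exact permutation p = 0.05). Neutrophil-like cells were 14.1% ± 7.93 (SD, n = 4) and 25.05% ± 7.39 (SD, n = 7), a difference of 10.99 points that did not pass (exact permutation p = 0.0515, adjusted 0.0736). It was 14.7 points without small tumor replicate 1 (exact permutation p = 0.025) and 13.1 points without large tumor replicate 3 (exact permutation p = 0.0238). T-like cells were 17.6% ± 11.98 (SD, n = 4) and 17.4% ± 4.68 (SD, n = 7) and differed by less than the spread between tumors (exact permutation p = 0.961). The sign of the T-like difference depended on single samples, and it was 5.75 points without small tumor replicate 1 (exact permutation p = 0.0917).

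Mouse age differed between the size groups, so the shares were also compared within ages, a choice made after seeing the data. Permuting labels within ages gave −23.0 points for B-like cells (exact permutation p = 0.194) and 12.6 points for monocyte-like cells (exact permutation p = 0.0278, the smallest that its 36 relabellings allow). At 15 weeks, B-like cells were 61.5% of the small and 40.7% of the large tumor (1 each). At 18 weeks they were on average 58.5% in 2 small tumors and 5.48% in 1 large tumor. At 22 weeks they were 3.24% in 1 small tumor and 0.485% to 29.3% in 5 large tumors, with a mean of 8.22%, so the direction did not hold at this age. Monocyte-like cells were higher in large tumors at each age, at 12.1% against 9.57% at 15 weeks, 26.2% against 9.48% at 18 weeks and 33.9% against 15.4% at 22 weeks. Neutrophil-like cells were 22.6% of the large and 9.64% of the small tumor at 15 weeks and 33.9% against 10.8% at 18 weeks, but at 22 weeks they were 23.8% against 25.04%, so this direction did not hold there (11.6 points within ages, exact permutation p = 0.167). T-like cells were 15.4% against 10.8% at 15 weeks, 15.4% against 12.1% at 18 weeks and 18.2% against 35.4% at 22 weeks (−3.10 points within ages, exact permutation p = 0.389).

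**Figure D1:**
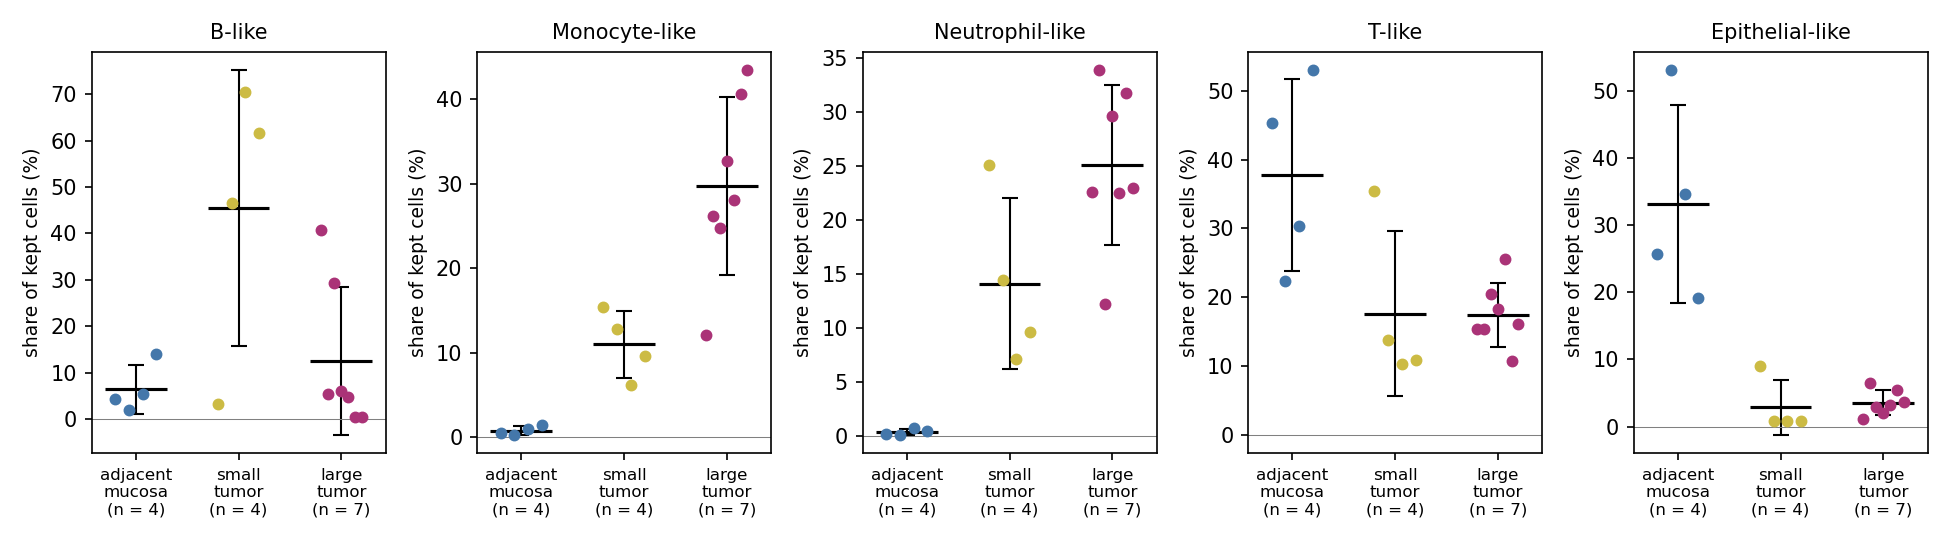
Share of kept cells (%, vertical axis) that were B-like, monocyte-like, neutrophil-like, T-like and epithelial-like in the 4 adjacent mucosa samples, 4 small tumors and 7 large tumors. Points are samples, horizontal lines are means and error bars are 1 SD; monocyte-like shares lie at 6.19% to 15.4% in small and 12.1% to 43.5% in large tumors, while B-like shares of small tumors spread from 3.24% to 70.5%.

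Epithelial-like cells were 33.2% ± 14.8 (SD, n = 4) of the cells of adjacent mucosa and 3.29% ± 2.69 (SD, n = 11) of those of tumors (difference −29.9 points, exact permutation p = 0.000733, the smallest that 1365 relabellings allow, adjusted 0.00367). T-like cells were 37.8% ± 13.97 (SD, n = 4) of the cells of adjacent mucosa, while monocyte-like and neutrophil-like cells were 0.770% ± 0.504 and 0.344% ± 0.282 there. Conventional dendritic-like cells were 2.97% ± 1.38 (SD, n = 4) in small and 6.21% ± 1.99 (SD, n = 7) in large tumors, plasma-like cells 2.96% ± 1.79 and 2.79% ± 2.30, and natural killer-like cells 1.33% ± 1.13 and 1.20% ± 0.492. These last shares were not tested.

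T-like cells were then sub-clustered to ask which subtypes differ between adjacent mucosa and tumors and with tumor size. Treg-like cells were 0.442% ± 0.193 (SD, n = 4) of the T-like cells of adjacent mucosa and 8.37% ± 2.55 (SD, n = 11) of those of tumors (exact permutation p = 0.000733, adjusted 0.00367). γδT17-like cells, which express γδ T-cell receptor genes and Il17a, were 0.458% ± 0.298 (SD, n = 4) and 9.82% ± 4.52 (SD, n = 11), a difference of 9.37 points (exact permutation p = 0.00147, adjusted 0.00488). CD4-like cells were 4.23% ± 2.29 (SD, n = 4) and 37.8% ± 4.84 (SD, n = 11). Most T-like cells of adjacent mucosa, 74.1% ± 8.08 (SD, n = 4), belonged to sub-clusters with no subtype named, against 14.4% ± 4.09 (SD, n = 11) in tumors. CD8-like cells were 20.8% ± 9.37 (SD, n = 4) and 29.6% ± 4.68 (SD, n = 11), a difference of 8.82 points that did not pass the adjustment (exact permutation p = 0.0315, adjusted 0.0630). The direction of the CD8-like difference rested on the definition of the class. It was −49.4 points when sub-clusters with Cd8a and without Cd8b1 were counted as CD8-like and −34.9 points when T cells were gated on UMIs of marker genes (exact permutation p = 0.000733 for both). It was also 6.07 points without adjacent mucosa replicate 4 (exact permutation p = 0.181) and 6.27 points without replicate 2 (exact permutation p = 0.179). Between small and large tumors, γδT17-like cells were 6.51% ± 2.86 (SD, n = 4) and 11.7% ± 4.30 (SD, n = 7) of T-like cells (exact permutation p = 0.0758, adjusted 0.0947), and this difference was 6.10 points without large tumor replicate 3 (exact permutation p = 0.0429). Treg-like cells were 7.51% ± 1.25 and 8.86% ± 3.05 and differed by less than the spread (exact permutation p = 0.433).

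**Figure D2:**
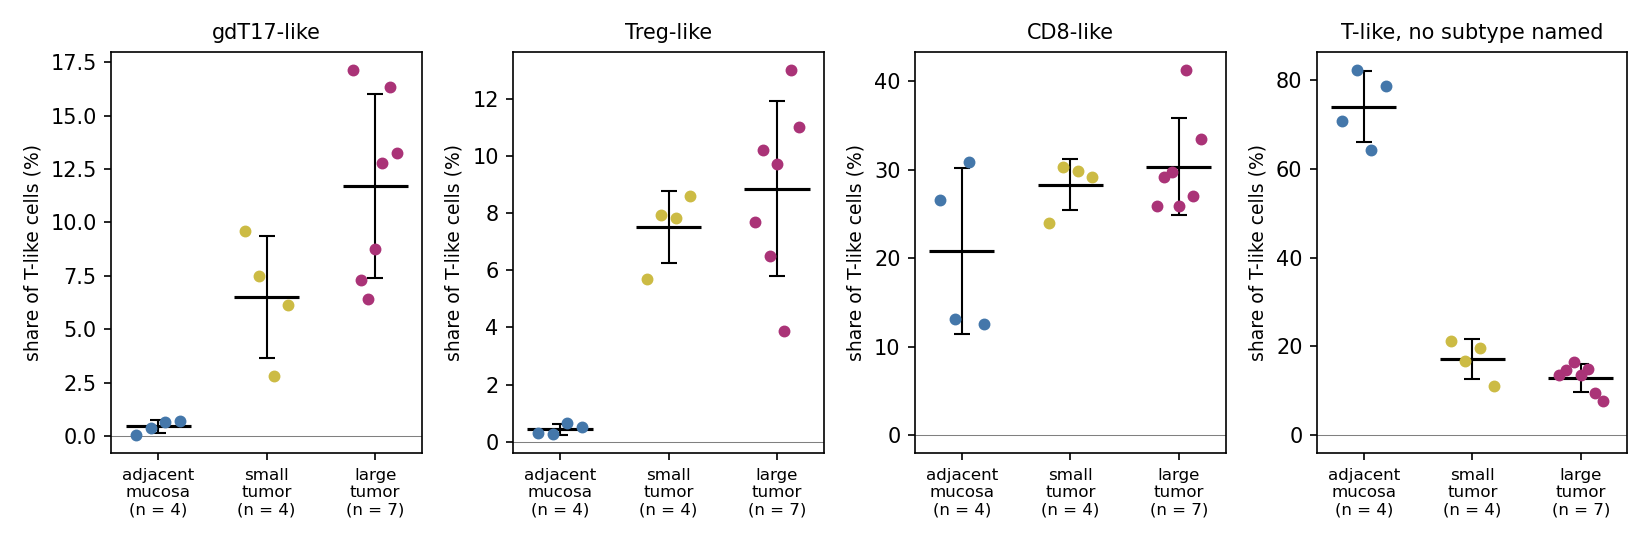
Share of T-like cells (%, vertical axis) named γδT17-like, Treg-like or CD8-like or left without a subtype in the 4 adjacent mucosa samples, 4 small tumors and 7 large tumors. Points are samples, horizontal lines are means and error bars are 1 SD; γδT17-like and Treg-like shares of adjacent mucosa stay at or below 0.697% and those of all tumors are at or above 2.81%.

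CD8-like cells of tumors and of adjacent mucosa were compared for cytotoxic genes and Tcf7, a transcription factor gene of naive and stem-like T cells. By the edgeR quasi-likelihood test, Gzma (ENSMUSG00000023132) was at 1361 ± 801 CPM (SD, n = 11) in tumors and 6080 ± 844 CPM (SD, n = 4) in adjacent mucosa, a log2 change of −2.23 (SE 0.36, adjusted p = 1.01e-04). Gzmb (ENSMUSG00000015437) was at 659 ± 365 and 1762 ± 225 CPM, a log2 change of −1.45 (SE 0.36, adjusted p = 0.00549). Tcf7 (ENSMUSG00000000782) was at 176 ± 69.1 and 52.5 ± 13.9 CPM, a log2 change of 1.82 (SE 0.28, adjusted p = 5.41e-05). For all 3 genes the samples of the 2 tissues did not overlap, and the call held under every alternative and every omission of a sample. Across 7619 genes, 1636 passed the threshold, 927 higher and 709 lower in tumors. The samples of the 2 tissues did not overlap for 833 genes (10.9%, against 0.147% by chance). The count was 1526 by DESeq2 and 1497 by limma-voom. It moved most, to 3122, when sub-clusters without Cd8b1 were counted as CD8-like. Of 14 genes of the fixed list, 8 passed over all genes and 11 when adjusted over the list alone. The study chose these genes on the same samples, so the second count is not independent evidence. Besides Gzma, Gzmb and Tcf7, the 8 were Tnfrsf9, Ctla4, Pdcd1, Cd274 and Areg, all higher in tumors. Of these, Pdcd1 did not pass without adjacent mucosa replicate 1 (log2 change 1.41, edgeR adjusted p = 0.0845). Cd274 did not pass in 4 and Areg in 9 of the 15 omissions of 1 sample, with edgeR adjusted p up to 0.110 and 0.140. Over the alternatives, Tnfrsf9 did not pass in 1 of 13 (highest adjusted p = 0.0778), Pdcd1 in 1 of 13 (0.0540), Cd274 in 3 of 13 (0.104) and Areg in 3 of 11 (0.333).

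Among the genes with the largest fall and without overlap were Reg3b (ENSMUSG00000071356, log2 change −7.12), Car1 (ENSMUSG00000027556, −7.92), Retnlb (ENSMUSG00000022650, −9.05) and Fabp2 (ENSMUSG00000023057, −7.06), all transcripts of epithelial cells. Reg3b was at 1.70 ± 2.49 CPM (SD, n = 11) in tumors and 278 ± 142 CPM (SD, n = 4) in adjacent mucosa (edgeR adjusted p = 7.30e-12). The 5 higher genes had no UMI in CD8-like cells of any adjacent sample, so no fold is given. In tumors S100a9 (ENSMUSG00000056071) was at 71.5 ± 49.1 CPM, S100a8 (ENSMUSG00000056054) at 52.0 ± 38.1, Ramp3 (ENSMUSG00000041046) at 34.4 ± 17.5, Cxcl2 (ENSMUSG00000058427) at 28.3 ± 15.7 and Il1r2 (ENSMUSG00000026073) at 16.6 ± 15.6 (SD, n = 11). Il1r2 did not pass in 3 of the 15 omissions of 1 sample (edgeR adjusted p up to 0.0900). Over the alternatives it did not pass in 2 of 11 (highest adjusted p = 0.137). Abundant neutrophil and epithelial transcripts shifted in the same directions in B-like cells of the same samples, by 0.99 and −2.77 on the log2 scale, each as the mean over a list. Of the named genes, Reg3b was at 1.84 ± 1.94 CPM (SD, n = 11) in B-like cells of tumors and 259 ± 114 CPM (SD, n = 4) in those of adjacent mucosa (exact permutation p = 0.000733), and Car1, Retnlb and Fabp2 differed in the same direction with the same p. S100a9 was at 83.4 ± 41.0 CPM in B-like cells of tumors, with no UMI in those of adjacent mucosa (exact permutation p = 0.00147), and S100a8 and Cxcl2 also were higher (exact permutation p = 0.0125 and 0.0286). Ramp3 and Il1r2 did not differ beyond the spread in B-like cells (exact permutation p = 0.103 and 0.777), at 0.594 ± 0.621 and 2.87 ± 3.03 CPM in those of tumors. The comparison in B-like cells was chosen after the results were seen, and these p are not adjusted.

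**Figure D3:**
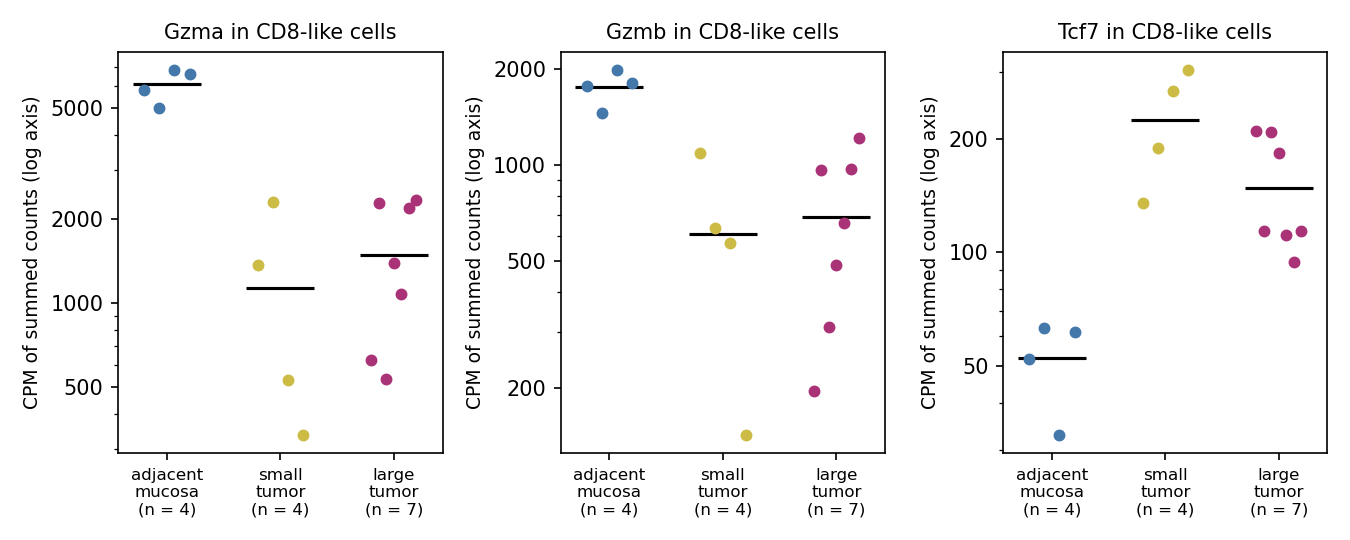
Level of Gzma, Gzmb and Tcf7 in CD8-like cells (CPM of counts summed per sample, logarithmic vertical axis) in the 4 adjacent mucosa samples, 4 small tumors and 7 large tumors. Points are samples and horizontal lines are means; all tumors lie below all adjacent samples for Gzma and Gzmb and above them for Tcf7.

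Between large and small tumors, no gene passed the threshold in CD8-like cells by edgeR (7411 genes tested, 942 at an unadjusted p under 0.05, lowest adjusted p 0.0539). DESeq2 called 14 and limma-voom 2. Without small tumor replicate 1 edgeR called 314, and without large tumor replicate 1 it called 7. Of the fixed list, Il17a alone passed when adjusted over the list alone (log2 change 3.35, SE 0.85, edgeR adjusted p = 0.013 over the list and 0.186 over all genes), at 26.0 ± 24.7 CPM (SD, n = 7) in large and 2.27 ± 2.74 CPM (SD, n = 4) in small tumors. Whether these Il17a UMIs came from the CD8-like cells or from RNA of other cells, such as γδT17-like cells, was not tested. Ribosomal protein genes, 90 genes, were examined because the study addressed ribosome genes in these cells. They were picked by symbols that start with Rpl or Rps and a number, so some may not encode ribosomal proteins. The study reported ribosome biogenesis terms, whose genes need not be these. The mean log2 change of the 90 genes was −0.31 (camera p = 3.88e-17 at a preset correlation). The call did not hold with fry (p = 0.0634), which estimates the correlation, and the change was −0.005 at a Leiden resolution of 1.5 (camera p = 0.211). An exact permutation test of the mean of the list per sample gave a difference of −0.28 (exact p = 0.0333, 82 of 90 genes lower).

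In CD4-like cells, 1 of 8069 genes passed by edgeR (1023 at an unadjusted p under 0.05). This gene, Lag3 (ENSMUSG00000030124), was chosen after its values were seen, since the samples of the groups overlapped. It was at 8.17 ± 6.42 CPM (SD, n = 7) in large and 78.8 ± 45.3 CPM (SD, n = 4) in small tumors, a log2 change of −3.24 (SE 0.45, adjusted p = 0.00748). DESeq2 called 45 genes and limma-voom 0, and edgeR called 443 without small tumor replicate 1, 36 without large tumor replicate 1, 9 without large tumor replicate 3 and 0 without small tumor replicate 2 or 4. In Treg-like cells, 4 of 4211 genes passed by edgeR, all lower in large tumors and without overlap between the groups. Lag3 was at 87.4 ± 17.7 CPM (SD, n = 7) in large and 267 ± 90.8 CPM (SD, n = 4) in small tumors, a log2 change of −1.63 (SE 0.20, adjusted p = 1.90e-04). Il10 (ENSMUSG00000016529) was at 46.6 ± 21.4 and 187 ± 130 CPM, a log2 change of −2.12 (SE 0.35, adjusted p = 0.00979). Ptms (ENSMUSG00000030122) and Tbc1d4 (ENSMUSG00000033083) changed by −0.95 (SE 0.16) and −1.87 (SE 0.33) on the log2 scale, both at an adjusted p of 0.0107. Lag3 and Ptms are neighbors on the same strand in the GENCODE M21 annotation, so they may not be 2 independent observations, which was not tested. With mouse age as a factor, only Lag3 of the 4 still passed. Over the alternatives, Lag3 did not pass in 1 of 11 (highest adjusted p = 0.0685), Il10 in 2 of 11 (0.256), Ptms in 4 of 12 (0.702) and Tbc1d4 in 4 of 11 (0.724). The values of 0.702 and 0.724 came from the first naming rule, whose Treg-like class was led by histone and cell division genes. The count was 9 without small tumor replicate 1, 7 without large tumor replicate 1, 2 without small tumor replicate 4 and 1 without small tumor replicate 3. Without small tumor replicate 3, Il10 was at −1.53 (adjusted p = 0.133), Ptms at −0.88 (adjusted p = 0.130) and Tbc1d4 at −1.91 (adjusted p = 0.108), so of the 4 genes only Lag3 passed there. Over all 11 omissions, Il10 did not pass in 1, Ptms in 2 and Tbc1d4 in 3 (adjusted p up to 0.133, 0.130 and 0.175). No fixed-list gene passed in either class, over all genes or when adjusted over the list alone.

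γδT17-like cells were compared with all other T-like cells of the same tumor for immune checkpoint and regulatory genes, in a family of 5 such tests. Pdcd1, which encodes PD-1, was at 377 ± 111 CPM (SD, n = 11) in γδT17-like and 46.1 ± 17.5 CPM in other T-like cells, a mean log2 difference of 3.04 with higher values in 11 of 11 tumors (exact sign-flip permutation p = 0.000977, the smallest possible, adjusted 0.000977). Ctla4 was at 691 ± 159 and 378 ± 92.5 CPM, a mean log2 difference of 0.88, and Lgals1 at 2962 ± 659 and 1285 ± 438 CPM, a mean log2 difference of 1.24. Both were higher in 11 of 11 tumors with the same exact permutation p of 0.000977. None of these genes was a marker for naming, although the sub-clusters were formed from all variable genes. The differences kept their direction and call under each alternative, with exact permutation p up to 0.0156 at 1 value per mouse. Between large and small tumors, edgeR called no gene in γδT17-like cells (5743 tested, 329 at an unadjusted p under 0.05), DESeq2 called 2 and limma-voom 0. Without small tumor replicate 2 edgeR called 2 genes. No fixed-list gene passed, also when adjusted over the list alone. The chemotaxis genes that the study reported in these cells were not tested as a set. A list of abundant neutrophil transcripts was examined instead, and it need not hold those genes. The mean log2 change of this list was 0.65, which did not pass the threshold by camera or by fry. The mean of the list per sample differed by 0.46, within the spread between tumors (exact permutation p = 0.0909, 13 of 18 genes higher). The change passed by camera under 4 alternatives, the largest being 0.71 with sex as a covariate, and in 5 of 11 omissions of 1 tumor, the largest being 0.90 without small tumor replicate 2.

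The cells that express interferon-γ and PD-L1 were examined in the same way. Ifng was at 306 ± 153 CPM (SD, n = 11) in T-like and 6.42 ± 4.72 CPM in all other cells of the same tumors, a mean log2 difference of 5.49 (exact sign-flip permutation p = 0.000977). Cd274, which encodes PD-L1, was at 181 ± 45.8 CPM (SD, n = 11) in monocyte-like and neutrophil-like cells together and 60.5 ± 18.4 CPM in all other cells, a mean log2 difference of 1.58 (exact sign-flip permutation p = 0.000977). Each was higher in 11 of 11 tumors.

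In the other classes few genes differed between large and small tumors. In monocyte-like cells edgeR called 0 of 11634 genes (862 at an unadjusted p under 0.05), DESeq2 called 3 and limma-voom 0. Of the fixed list, only Gzma passed when adjusted over the list alone (log2 change −2.60, SE 0.75, edgeR adjusted p = 0.0398 over the list and 0.453 over all genes). Whether these Gzma UMIs came from the monocyte-like cells or from RNA of other cells was not tested. In neutrophil-like cells edgeR called 0 of 7172 genes (641 at an unadjusted p under 0.05), DESeq2 called 7 and limma-voom 0. Without small tumor replicate 1, edgeR called 23 genes in monocyte-like and 82 in neutrophil-like cells, and without large tumor replicate 1 it called 6 in neutrophil-like cells. In B-like cells edgeR called 12 of 7852 genes, 7 higher and 5 lower. The 2 genes without overlap were Il9r (ENSMUSG00000020279), at 19.6 ± 11.8 CPM (SD, n = 7) in large and 4.22 ± 0.604 CPM (SD, n = 4) in small tumors (log2 change 1.63, SE 0.25, adjusted p = 0.00409), and Hells (ENSMUSG00000025001), at 12.5 ± 6.33 and 31.6 ± 11.7 CPM (log2 change −1.18, SE 0.23, adjusted p = 0.0331). The other called genes included Tsix, Eif2s3y and Kdm5d, named after their values were seen, which are sex-linked, and the groups differed in sex (1 of 4 small and 4 of 7 large tumors were from females). With sex as a covariate 1 gene passed in B-like cells and Il9r was at an adjusted p of 0.161, in a range of 1.17e-04 to 0.240 over its alternatives. DESeq2 called 1 gene and limma-voom 2. The edgeR count was 247 without large tumor replicate 1, 128 without small tumor replicate 1, 85 without small tumor replicate 3, 57 without large tumor replicate 2, 25 without large tumor replicate 5, 3 without large tumor replicate 3 and 1 without small tumor replicate 4. Il9r did not pass without small tumor replicate 4 (adjusted p = 0.0797), and Hells did not pass in 5 of 11 omissions (adjusted p up to 0.318) and under 8 of 11 alternatives. Large tumor replicates 6 and 7 had 28 B-like cells each.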

Values the study reported

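The study analyzed 85,347 cells after its quality filtering and doublet removal. It reported that B cells made up 56% of 27,945 cells of early-stage tumors and 14% of 47,687 cells of late-stage tumors. Monocytes were reported at 10% of the cells in the early stage and 30% in the late stage. T cells were given as 15% and 18%. These shares are of cells pooled over the tumors of a stage, so their counterparts here are the pooled shares, not the means of samples. The study sub-clustered 13,996 T cells into 5 clusters. Its groups were 4 small tumors with a median diameter of 1.7 mm, 7 large tumors with a median diameter of 4.0 mm and 4 samples of adjacent mucosa.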

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

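All tests in this part were chosen after the results were seen. Samples far from the rest of their group were sought in 46 groups of values, of which chance alone marks about 1 in 20, and 2 were found, both in small tumor replicate 1.

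The T-like share of small tumor replicate 1 was 35.4%, against 10.4% to 13.8% in the other 3 small tumors, so that its gap to the nearest of them was 0.862 of the whole range of the group. Adjacent mucosa carried along with the tumor was examined as a technical explanation. Sub-clusters with Cd8a and without Cd8b1, which hold 34.5% to 76.9% of the T-like cells of adjacent mucosa, held 17 of 842 (2.02%, 95% Wilson interval 1.26 to 3.21) of the T-like cells of this tumor. The other small tumors had 2.92% to 4.96%, and carried mucosa would have needed 21.04%. That level assumes the profile of mucosa dissociated with another protocol, so this explanation stays open. A trait of the mouse is also open and may account for the share. The 3 large tumors of the same mouse had 21.4% ± 3.70 T-like cells (SD) and the other 4 large tumors 14.4% ± 2.499, a difference of 7.05 points. The former are of 1 mouse and the latter of 3, so no test over mice could decide. The mouse also differs in age and sex from most others, and the cause within it was not tested.

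The epithelial-like share of small tumor replicate 1 was 9.01%, against 0.806% to 0.818% in the other 3 small tumors, a gap of 0.999 of the range of the group. Of its 214 epithelial-like cells, 146 lay in 2 clusters that held 1 of the 3445 epithelial-like cells of adjacent mucosa. These 2 clusters alone made 6.14% of its kept cells (95% Wilson interval 5.25 to 7.18), against 0.255% to 0.638% in the other small tumors. This is above the whole epithelial-like share of each of those, which argues against carried mucosa as the source of most of the excess. It takes for granted that dissociation does not move normal epithelial cells into these clusters. The other 68 cells, 2.86% of its kept cells against 0.181% to 0.555% in the other small tumors, lay in clusters that adjacent mucosa shares, and there carried mucosa stays open. A trait of the mouse also stays open. The 3 large tumors of the same mouse had 2.69% ± 0.582 epithelial-like cells (SD) and the other 4 had 4.17% ± 2.34, a difference of −1.49 points, again of 1 mouse against 3. A different amount of tumor tissue in the sample was not tested.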

How the results depend on the processing

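The first naming rule, the wider CD8-like class, the unnamed epithelial clusters and mouse age were tests chosen after the results were seen. Over all alternatives other than leaving out a sample, 205 values of the main results kept their direction and side of the threshold or stayed within 1.5 times a count, 42 counts moved further, 12 values lost and 6 gained the threshold, and 3 reversed. Of the values of single named genes, 225 kept their call and 31 lost it. Except where stated, the cause was not tested.

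The differences between tissues in epithelial-like, γδT17-like and Treg-like shares, the differences in Pdcd1, Ctla4, Lgals1, Ifng and Cd274 between classes, and those in Gzma, Gzmb and Tcf7 between tissues kept their direction and call under each alternative run and each omission. The first naming rule does not bear on Treg-like cells, however. Its only class of that name was a sub-cluster of 376 cells led by histone and cell division genes, while a cluster of 1045 cells with Foxp3 among its leading genes stayed unnamed.

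With 1 value per mouse, the B-like difference was −30.4 points (exact p = 0.143) and the monocyte-like 16.2 (exact p = 0.0857), with fewer values to permute. Within ages, B-like was −23.0 and CD8-like 8.10 points. Under the first naming rule, B-like was −31.7, neutrophil-like 11.2 (exact p = 0.0485) and CD8-like 1.30 points, the neutrophil list in γδT17-like cells 0.68, and 8 genes were called in CD4-like, 0 in what it named Treg-like and 34 in B-like cells. With mitochondrial UMIs under 15%, the T-like difference was 0.330 points (reversed, exact p = 0.942), neutrophil-like 10.1 points (exact p = 0.0333), the neutrophil list 0.64, and 60 genes were called in B-like cells. With T cells gated on UMIs, the CD8-like difference reversed to −34.9 points, and 1 gene was called in CD8-like and 2 in Treg-like cells between sizes, and 2635 in CD8-like cells between tissues. With sub-clusters lacking Cd8b1 counted, it reversed to −49.4 points with 3122 genes, since these sub-clusters are mostly of adjacent mucosa. At Leiden resolution 1.5, CD8-like was 1.28 points, the ribosomal set −0.005, and 4 genes were called in CD4-like and 7 in Treg-like cells. With fry the ribosomal set was −0.31 and not past the threshold.

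DESeq2 called 2 genes in γδT17-like, 14 in CD8-like, 45 in CD4-like, 7 in Treg-like, 3 in monocyte-like, 7 in neutrophil-like and 1 in B-like cells between sizes. Without a filter on low counts, edgeR called 67, 110, 125, 60, 1, 70 and 355 in these classes and 2552 in CD8-like cells between tissues. limma-voom with the mouse as a random block called 2 in CD8-like, 0 in CD4-like and 2 in B-like cells. With sex as a covariate the neutrophil list was at 0.71, and 0 genes were called in CD4-like, 11 in Treg-like, 1 in monocyte-like and 1 in B-like cells. With age as a factor it was at 0.60, and 1 was called in γδT17-like, 0 in CD4-like, 1 in Treg-like and 5 in B-like cells. With at least 50 cells per sum, 9 were called in Treg-like and 3 in B-like cells, and with doublets kept 5 in B-like cells.

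Replicate numbers did not pair the samples. Of 12 pairs with the same number, 6 had a correlation of deviations from the group means over 0.1 (−0.546 to 0.313), and 1 pair came from 1 mouse. With the replicate block, B-like was −25.1, monocyte-like 12.9 and CD8-like 7.20 points, and edgeR called 1 gene in γδT17-like and 0 in CD4-like and Treg-like cells. The share tests between sizes cannot pass there, since their smallest p is 0.125.

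Leaving out each sample in turn gave −47.0 to −24.6 points for B-like (p at or over 0.05 in 8 of 11), 16.4 to 21.6 for monocyte-like, −2.61 to 5.75 for T-like (reversed in 5 of 11), 8.68 to 14.7 for neutrophil-like, 6.07 to 12.2 for CD8-like and 3.98 to 6.25 for γδT17-like cells between sizes. The T-like difference was 5.75 without small tumor replicate 1, and 0.142, 0.133, 0.928 and 0.0280 without large tumor replicates 1, 2, 6 and 7. The neutrophil list was at 0.46 to 0.90. The ribosomal set was at −0.47 without small tumor replicate 1 to −0.23 without small tumor replicate 4. Counts between sizes were 0 to 2 in γδT17-like, 0 to 314 in CD8-like, 0 to 443 in CD4-like, 1 to 9 in Treg-like, 0 to 23 in monocyte-like, 0 to 82 in neutrophil-like and 1 to 247 in B-like cells, and 1122 to 1849 in CD8-like cells between tissues. Other than in B-like and γδT17-like cells, the highest counts came from omitting small tumor replicate 1, the small tumor with few B-like cells.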

Other observations

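The tests of free RNA in CD8-like cells between tissues, of follicle tissue, of ribosomal genes, of splits for gene lists and of Cdkn2a in T-like cells were chosen after the results were seen. The criterion for the exhaustion test was also loosened then, because a rise within the spread excludes nothing.

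Gzma was lower and Tcf7 higher in CD8-like cells of tumors than of adjacent mucosa. A candidate explanation is that different populations were sampled, intraepithelial cells in adjacent mucosa and naive cells in tumors. Without Tcf7, the naive list was higher in tumors by 1.93 on the log2 scale (11 of 11 genes higher, exact permutation p = 0.00293). The intraepithelial list without receptor genes changed by −1.22 (12 of 13 lower, exact permutation p = 0.000733, the smallest of 1365 relabellings). Exhaustion of 1 population stays open, with its list at 0.21 (8 of 12 higher, exact permutation p = 0.210). The cytotoxic list changed by −0.64 (7 of 10 lower, exact permutation p = 0.0388). The cytotoxic and exhaustion lists share Gzma, Gzmb, Ifng, Pdcd1, Ctla4 and Tnfrsf9 with the genes the study discussed. The dissociation protocol cannot be told apart from tissue. The stress list differed by 0.077 in CD8-like cells (exact permutation p = 0.616, median gene −0.07, so mean and median differ in sign), by 0.77 in B-like (exact permutation p = 0.0103) and by 1.00 in epithelial-like cells (exact permutation p = 0.00220). Of 100 splits of the samples, 1, the real one, gave as many genes, so chance can be excluded for this count.

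Neutrophil transcripts were higher and epithelial transcripts lower in CD8-like cells of tumors than of adjacent mucosa, by 1.21 and −3.28 on the log2 scale. Free RNA from neutrophils and epithelial cells may account for both, since B-like cells changed by 0.99 and −2.77 (exact permutation p = 0.000733 for each, the smallest possible). The monocyte list was higher in CD8-like cells by 0.44 (exact permutation p = 0.0286).

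Between tumor sizes, the neutrophil list in γδT17-like cells was higher by 0.46 in large tumors (exact permutation p = 0.0909), and 30 of 330 splits gave as large a difference, so chance cannot be excluded. Free RNA from neutrophils stays open, since the list differed by 0.32 in B-like cells (exact permutation p = 0.0606). B-cell transcripts were lower in T-like cells of large tumors by −0.95 (exact permutation p = 0.0939). Free RNA from B cells may contribute and also stays open, with −1.54 in neutrophil-like (exact permutation p = 0.0515) and −1.10 in monocyte-like cells (exact permutation p = 0.103), and 14 of 14 genes lower in each class.

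Ribosomal protein genes were lower in CD8-like cells of large tumors, and 11 of 330 splits gave as large a difference in the mean of the list. These splits ignored mouse and age. They exclude chance only if the tumors are taken as independent, and for this list and these clusters alone. The test was not adjusted, and the call did not hold with fry or at Leiden resolution 1.5 (−0.005). Fewer naive cells within the class are consistent with this. With naive sub-clusters left out, the difference went from −0.28 to −0.12 (81 of 90 genes lower, exact permutation p = 0.0879).

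The B-like share of non-T cells split the tumors widely, at or below 7.41% in 6 tumors of 3 mice and at or above 36.8% in 5 tumors of 5 mice. Naive T-like sub-clusters held 1.08% to 5.75% of the T-like cells of the former and 14.6% to 43.6% of the latter, a gap of 8.90 points. Lymphoid follicle tissue in some libraries may explain this and stays open, since the sets were chosen from the data. No correlation within them was computed, as they hold 3 and 5 mice, too few independent samples. The follicle B-cell list in B-like cells changed by −0.41 between sizes (11 of 13 lower, exact permutation p = 0.158).

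For gene counts between sizes, splits of the samples drawn at random, 100 per class with the real one included, gave as many genes in 100 for γδT17-like, CD8-like, monocyte-like and neutrophil-like cells, where edgeR called 0 genes and every split reaches that count. As many genes came in 6 for CD4-like and 7 for B-like cells, so chance cannot be excluded there. They came in 2 for Treg-like cells, with up to 10 genes in another split and any call in 11 others. This is few for 1 comparison taken alone, but it cannot exclude chance. The splits ignored mouse and age, 8 comparisons were examined, and the Treg-like count was 1 with age as a factor and 1 without small tumor replicate 3.

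Cdkn2a was at 4.03 ± 1.23 CPM (SD, n = 4) in T-like cells of adjacent mucosa, 2.96 to 5.31 per sample. Pooled, 35 of 9103606 UMIs gave 3.84 CPM (95% Poisson interval 2.68 to 5.35). Epithelial-like cells of the same samples had 0 of 50056816 UMIs, which allows up to 0.0599 CPM at 3 counts, and the level in T-like cells was above the limit of its sample in 4 of 4. This argues against free RNA from epithelial cells as the source in adjacent mucosa. In tumors, where epithelial-like cells had 37.3 CPM and T-like cells 5.92 ± 2.76 CPM, free RNA stays partly open. T-like cells of small tumor replicate 4 had 1.71 CPM, below the 3.29 CPM of its monocyte-like cells. In tumors the level was 4.93 ± 3.63 CPM in γδT17-like, 4.62 ± 4.87 in Treg-like, 2.91 ± 2.003 in CD4-like and 5.26 ± 3.51 in CD8-like cells (SD, n = 11). No biological explanation was tested.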
